A study of Mus musculus with 12 samples. Its data were reported in "LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions" (2023).

How the data were processed

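Testes of F1 mice were profiled by RNA-seq in 4 groups of 3 libraries, which the sample labels call 3NC, 5NC, lncRNA5251 knockdown and lncRNA5251 overexpression. The last pair, 5251KD and 5251OV in the sample titles, are called the knockdown and the overexpression group here. Groups and replicate numbers were taken from the sample titles. The study describes the mice as offspring of males whose testes received the virus, whereas the design text of the series says that the F1 testes themselves were transfected. The labels give the strain as "IRC mouse" and the study as ICR. The labels name total RNA, and the study's methods describe enrichment of messenger RNA with oligo(dT) beads, which would leave out RNA without a poly(A) tail.

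Per the methods, the authors aligned the reads to mouse genes with SOAPaligner, and the labels name build mm10. The deposited table holds estimated counts per gene, which are not scaled and hold fractions for about 12% of the genes. How the authors shared reads among genes or isoforms is not given in the sources used here. The same table holds FPKM values computed by the authors, called RPKM in their methods. In the study, genes were called with DEGseq, which tests reads with no term for the spread between libraries. The table has 18 further per-sample columns of other groups, which were not used here. Rows carry a numeric gene ID, and 20630 of 20788 (99.2%) matched a RefSeq table of the same build, from which symbols and coordinates were taken.

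Estimated counts were rounded to whole numbers. Genes with few reads were removed with edgeR's filterByExpr, which left 16388 of 20788 genes and removed 4400, of which 290 were at 0 in every library. All 12 libraries entered 1 fit with a coefficient per group and no covariate. Library sizes were scaled by TMM, and edgeR 4.0.16 in R 4.3.3 gave the quasi-likelihood tests (glmQLFit with its default settings and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The biological coefficient of variation was 22.9%, and the fit had 8 residual degrees of freedom and a prior of 3.37. The contrasts were the knockdown group against 3NC, the overexpression group against 5NC, 5NC against 3NC and the difference of the first pair of effects. CPM values are scaled by TMM. Depth was 12719699 to 15771655 estimated reads per library, so genes with few reads have wide counting intervals. Purb was compared by an exact permutation test of 3 against 3 libraries. The hairpin sequences were matched to GENCODE transcripts of GRCm38, which is the same build as mm10.

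Lists of genes for spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig, peritubular myoid and endothelial cells, macrophages, antigen presentation with interferon response, the proteasome core, blood, epididymis, early stress response, the Y chromosome, cell junctions and the proteins measured in the study were tested with camera (limma 3.58.1). A list of immunoglobulin genes was left out because 2 of its genes were tested. The minimum of 5 tested genes per list was chosen after the data were examined.

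Genes named individually were chosen by a rule. It took the genes of the 19 proteins and, per contrast, the 4 higher and 4 lower genes with the smallest p among those that passed. Where none passed, it took the 2 with the smallest p in each direction. Ptprc, Crisp1, Spink8, Rnase9, Prom2, Spint3, Lcn5, Gpx5, Hbb-b1, Hbb-b2 and Hbb-bt lie outside this rule and were chosen after their values were seen. The groups, tests, lists, this rule and the alternatives were fixed before the data were examined, except where stated. A first look used edgeR's robust option, and its calls had been seen when the default was kept, since the plan named no robust option.

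The alternatives were size factors of the RLE kind, no filter on low counts, a replicate block, fits of only the 6 libraries compared, each library left out in turn, DESeq2 1.42.0, limma-trend on log2 CPM, limma-trend on log2(FPKM + 0.1) of genes with an FPKM of at least 0.5 in 3 libraries, the study's thresholds of 0.001 and a log2 fold change of 1, both vector controls as the control, a test of summed reads with counting error only, and an estimated correlation for the lists. Alternatives chosen after the data were examined were the robust option, the bias-adjusted quasi-dispersion, total counts without scaling, limma voom with sample quality weights, the macrophage list as a covariate and the 3 libraries of fewest reads as a term.

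The scripts were tested on simulated data made with the means, library sizes and dispersions of 16388 genes. This was done after the real data had first been looked at. The changed genes were drawn only from genes above a minimum mean CPM. The cell junction list was also raised 1.5-fold in the simulated knockdown group. Genes were drawn independently, so structure shared by libraries was not simulated. In the simulated comparison of the knockdown group with 3NC, edgeR recovered 25.4% of 67 genes changed 1.5-fold, 47.8% of 67 changed 2-fold and 90.9% of 66 changed 4-fold, with 7 calls among unchanged genes. In that of the overexpression group with 5NC it recovered 11.9%, 53.7% and 89.4%, with 2 calls among unchanged genes. The counting-error test called 275 unchanged genes in the former and 290 in the latter. Here and below it was called at the study's thresholds of 0.001 and a log2 fold change of 1.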

Results

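RNA-seq was carried out on testes of F1 mice from 4 groups with 3 libraries each, 12 libraries in all. F1 mice are the offspring of males whose testes had received a lentivirus, as the study describes it. Lentiviruses are vectors that insert their cargo into the genome of the cells they enter. The lncRNA5251 knockdown group descended from males given a knockdown virus against lncRNA5251, a long non-coding RNA, and the 3NC group from males given the control virus of the same vector (LV3). The lncRNA5251 overexpression group descended from males given a virus that overexpresses lncRNA5251, and the 5NC group from males given the control virus of that vector (LV5). The labels give the strain as "IRC mouse" and the tissue as testis. They do not say that the 3 libraries of a group came from separate animals, so the p-values measure the spread between these libraries, which may be partly technical. The estimated reads per library ranged from 12719699 in overexpression replicate 3 to 15771655 in 5NC replicate 1, with a median of 15273158. The largest library was 1.24 times as deep as the smallest. Of the 20788 genes in the table, 16388 had enough reads to be tested and 4400 did not.

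The libraries were compared before they were averaged. Pearson's r of log2 CPM (counts scaled to a common library total) across genes, which are not independent replicates, lay between 0.930 and 0.987 within groups and between 0.934 and 0.983 between groups. No pair of libraries of one group agreed within sampling noise, since the lowest chi-square per degree of freedom was 3.55. The first principal component held 37.1% of the variance and separated 3NC replicate 2 and knockdown replicate 1 from the other libraries. Ptprc, a gene of white blood cells, was at 94.8 CPM in 3NC replicate 2 and at 71.7 CPM in knockdown replicate 1. Its highest value in the other libraries was 6.91 CPM, in knockdown replicate 2.

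**Figure D1:**
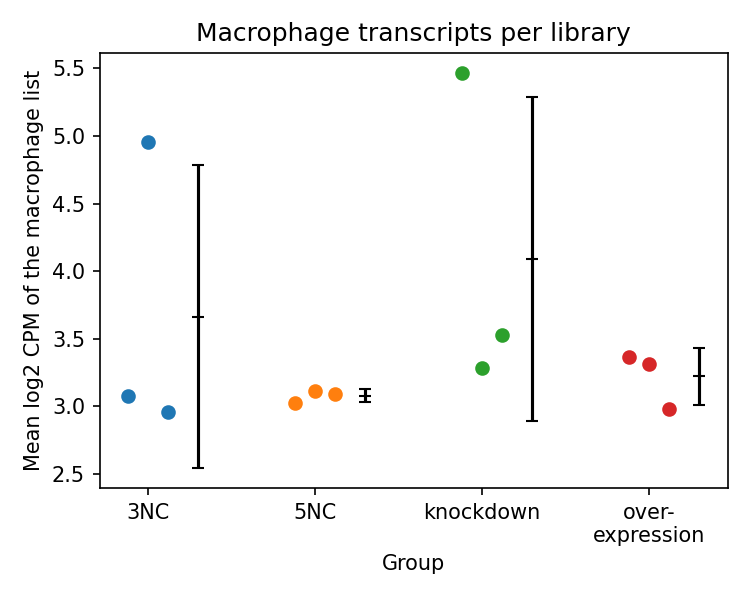
Mean log2 CPM of a fixed list of 16 macrophage genes (vertical axis) in each library (points) of the 4 groups (horizontal axis), with the group mean and SD of 3 libraries as a black bar beside the points. 3NC replicate 2 at 4.96 and knockdown replicate 1 at 5.47 lie above the other 10 libraries, of which the highest is 3.53.

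The targeted RNA was examined first. lncRNA5251 has no row under that name in the table, so no level is given for it. The 3 hairpin sequences that the study lists were matched to annotated mouse transcripts (GENCODE vM21, build GRCm38), and each matched 1 transcript, that of Purb on the minus strand of chromosome 11. Purb has 1 exon in this annotation, from 6467599 to 6475917. The hairpin sites lie from 6468416 to 6468436, from 6467969 to 6467989 and from 6468248 to 6468268, all within the 3' untranslated region of Purb, which spans 6467599 to 6474914. Reads counted to Purb (gene ID 19291) can come from its messenger RNA or from an overlapping RNA and do not measure lncRNA5251 alone. Purb was at 89.7 ± 11.2 CPM (SD, n = 3) in 3NC and 81.0 ± 2.88 CPM (SD, n = 3) in the knockdown group. The log2 ratio was -0.15, with a two-sided exact permutation p of 0.4 for n = 3 against 3. It was at 86.6 ± 9.22 CPM (SD, n = 3) in 5NC and 82.9 ± 8.59 CPM (SD, n = 3) in the overexpression group, with a log2 ratio of -0.06 and an exact permutation p of 0.7. The smallest p that 3 against 3 libraries allow is 0.1.

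The first comparison asked which genes changed in testes of the knockdown group relative to 3NC. By edgeR's quasi-likelihood test, 0 of 16388 genes had a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 924 genes, where chance alone gives about 819.4. Splits of the same 6 libraries that mix the groups gave up to 3533. The other tools called 16 genes (DESeq2), 0 genes (limma-trend on log2 CPM), 0 genes (limma-trend on log2 FPKM) and 0 genes (limma voom with sample quality weights), and the bias-adjusted form of the edgeR test called 1. The alternative that moved the count most was a test of summed reads with counting error only, which called 313 genes. It used the study's stricter thresholds, an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1. The edgeR count was 12 without 3NC replicate 3 and 2 without knockdown replicate 3, and 0 without any other single library of these 2 groups. The higher genes with the smallest p, which did not pass, were Tmprss11a (gene ID 194597, chromosome 5 from 86410410 to 86469175) and Cyp21a1. Tmprss11a was at 0.129 ± 0.0603 CPM (SD, n = 3) in 3NC and 2.33 ± 0.729 CPM (SD, n = 3) in the knockdown group. Its log2 fold change was 4.08 (SE 0.55), with an edgeR adjusted p of 0.178. Cyp21a1 had a log2 fold change of 1.13 and an edgeR adjusted p of 0.576. The lower genes with the smallest p were Ptprt and Klk1b21, with log2 fold changes of -1.90 and -3.31 and an edgeR adjusted p of 0.701 for both. Klk1b21 passed without 3NC replicate 3 (edgeR adjusted p 0.00174), and Cyp21a1 passed without knockdown replicate 3 (edgeR adjusted p 0.0342). Klk1b21 belongs to a family of similar genes, so its reads are uncertain.

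The second comparison asked the same of the overexpression group relative to 5NC. By edgeR's quasi-likelihood test 51 genes passed an adjusted p of 0.05, of which 34 were higher and 17 lower in the overexpression group. At an unadjusted p under 0.05 there were 1952 genes. The split of 5NC replicates 2 and 3 and overexpression replicate 3 from the other 3 libraries gave 3806. The other splits that mix the groups gave 103 to 399. An unadjusted count of this size is therefore not specific to the split by group. At an adjusted p under 0.05, the highest count among the mixed splits was 0, against 51 for the real split. With 10 splits, however, a share under 0.05 cannot be reached. DESeq2 called 328 genes and limma-trend on log2 CPM called 56. The count fell to 9 without 5NC replicate 2 and to 9 without 5NC replicate 3. It was 49 without 5NC replicate 1, of which 18 were higher and 31 lower. It was 21 without overexpression replicate 1, 14 without overexpression replicate 2 and 26 without overexpression replicate 3. Of the 51 genes, 40 had all 3 libraries of 5NC outside the range of the other 9 libraries and 11 had all 3 libraries of the overexpression group outside it. These classes overlap: 38 genes met only the former condition, 9 only the latter, 2 both (Itgae and Zfp286) and 2 neither. The 4 higher genes with the smallest p were Gm40011, Gm1993, Hbb-bs and A530064D06Rik. Gm40011 (gene ID 105244392, chromosome 2 from 173082780 to 173138200) was at 0.186 ± 0.112 CPM (SD, n = 3) in 5NC and 7.09 ± 1.96 CPM (SD, n = 3) in the overexpression group. Its log2 fold change was 5.22 (SE 0.36), with an edgeR adjusted p of 0.00016. Gm1993 (chromosome X) was at 1.35 ± 0.128 CPM (SD, n = 3) in 5NC and 14.9 ± 1.78 CPM (SD, n = 3) in the overexpression group, with an edgeR adjusted p of 0.000605. Hbb-bs, a beta-globin gene (chromosome 7 from 103826523 to 103827928), had 1 read in the 5NC libraries together and 315 in those of the overexpression group. The ratio scaled to the totals was 314.3, with a 95% counting interval (exact binomial) from 56.0 to 12455, and the edgeR adjusted p was 0.000605. Such intervals cover counting error only. The reads of Hbb-bs are uncertain, since the table lists other beta-globin copies of near-identical sequence beside it. A530064D06Rik (chromosome 17) had 3 reads in 5NC and 117 in the overexpression group, a scaled ratio of 38.9 with a counting interval from 12.99 to 191.4 and an edgeR adjusted p of 0.000831.

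The 4 lower genes with the smallest p in the overexpression group were Gm6121, Zfp286, Gm14525 and Itgae. Gm6121 (gene ID 619991, chromosome X from 26912743 to 26935669) was at 14.5 ± 1.504 CPM (SD, n = 3) in 5NC and 1.41 ± 0.318 CPM (SD, n = 3) in the overexpression group. Its log2 fold change was -3.34 (SE 0.29), with an edgeR adjusted p of 0.000605. Gm14525 (chromosome X) had a log2 fold change of -2.13 and an edgeR adjusted p of 0.00537. Gm6121, Gm14525 and Gm1993 lie within one stretch of chromosome X and may share reads with near-identical copies, so their values are uncertain. Zfp286 had a log2 fold change of -1.23 and an edgeR adjusted p of 0.00378. Itgae had a log2 fold change of -0.59 and an edgeR adjusted p of 0.0135. It did not pass without 5NC replicate 2 (edgeR adjusted p 0.0593), 5NC replicate 3 (0.106) or overexpression replicate 1 (0.062). No gene passed in both this comparison and that of the knockdown group with 3NC.

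The 2 vector controls were compared to measure the background of a comparison of 3 with 3 libraries. Between 5NC and 3NC, 21 genes passed an edgeR adjusted p of 0.05, of which 5 were higher and 16 lower in 5NC. At an unadjusted p under 0.05 there were 1763 genes, and mixed splits gave up to 2824. The count was 35 without 3NC replicate 2 and 13 without 3NC replicate 1. It was 4 without 5NC replicate 1, 4 without 5NC replicate 2 and 3 without 5NC replicate 3. Gm40011 was at 10.1 ± 0.888 CPM (SD, n = 3) in 3NC, with a log2 fold change of -5.73 (SE 0.36) and an edgeR adjusted p of 5.69e-05. Hbb-bs had 512 reads in the 3NC libraries and 1 in those of 5NC, a scaled ratio of 482 (95% counting interval 86.0 to 19057), with an edgeR adjusted p of 0.000336. A530064D06Rik had 240 and 3 reads, a scaled ratio of 75.2 (25.4 to 367.4), with an edgeR adjusted p of 0.000303. Cwc22 was at 75.9 ± 9.13 CPM (SD, n = 3) in 3NC and 20.4 ± 3.61 CPM (SD, n = 3) in 5NC, with an edgeR adjusted p of 0.00602. The higher genes were led by Slc6a15, with 3 reads in 3NC and 87 in 5NC, a scaled ratio of 30.8 (10.2 to 152.4) and an edgeR adjusted p of 0.0118. Capns2, Alx1 and Tgm6 followed, with log2 fold changes of 1.85, 0.71 and 1.65 and edgeR adjusted p of 0.0224, 0.0253 and 0.0254. Slc6a15 did not pass without 5NC replicate 1, 2 or 3 (edgeR adjusted p 0.08, 0.0692 and 0.109), and Cwc22 did not pass without 5NC replicate 1 or 3 (0.0624 and 0.0971). Alx1 and Tgm6 did not pass without any single library of either group, with edgeR adjusted p from 0.0547 to 0.166. Capns2 passed without 3NC replicate 3, and its edgeR adjusted p was 0.0546 to 0.141 without each of the other 5 libraries.

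This comparison and that of the overexpression group with 5NC use the same 5NC libraries. Of their calls, 15 genes passed in both with opposite sign and 0 with the same sign. In 20 simulations of unchanged groups the count was 0 in each. Unchanged groups yield few calls by construction, so this 0 was nearly fixed beforehand. For 2 independent lists of these sizes and directions, 0.0384 shared genes with opposite sign would be reached, but the real lists share the 5NC libraries. Neither value is therefore a baseline for the 15 shared calls. Across genes, Pearson's r of the fold changes was -0.46 against a simulated mean of -0.49, and the covariance was -0.137 against a simulated mean of -0.0714. The 3 libraries of 5NC could not be divided into parts of at least 2. How much of the shared calls and of the covariance comes from the shared controls therefore stays open.

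The difference between the knockdown effect and the overexpression effect was tested as the contrast of the 2 comparisons. By edgeR's quasi-likelihood test 4 genes passed, of which 1 was higher and 3 lower, and 758 genes had an unadjusted p under 0.05. Gm40011, Hbb-bs, A530064D06Rik and Gm6121 were these genes. Their edgeR adjusted p were 0.000895, 0.000895, 0.00771 and 0.0101. The count was 10 without 3NC replicate 3 and 2 without 5NC replicate 2. A530064D06Rik did not pass without 5NC replicate 2, and Gm6121 did not pass without 5NC replicate 2, overexpression replicate 2 or overexpression replicate 3 (edgeR adjusted p 0.0551, 0.0785 and 0.0565).

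**Figure D2:**
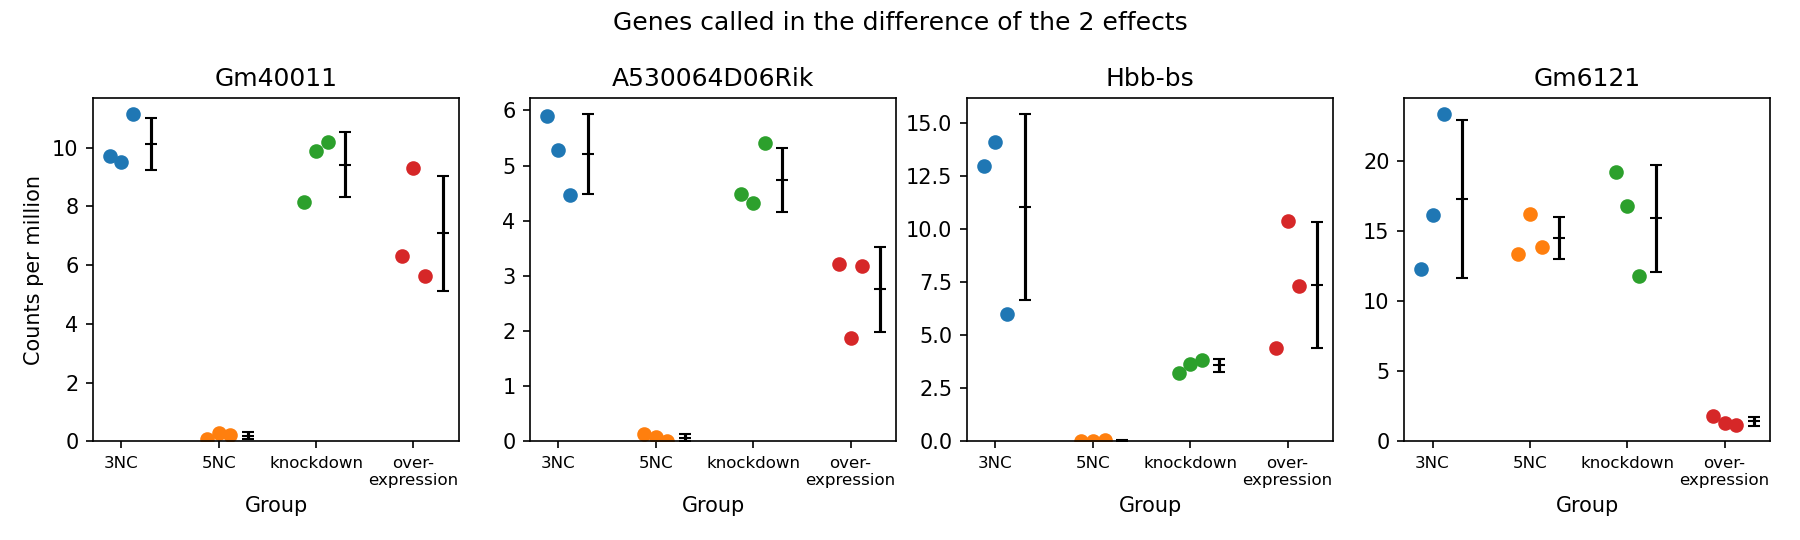
CPM (vertical axes, linear, from 0) of the 4 genes that passed in the difference of the 2 effects, in each library (points) of the 4 groups (horizontal axes), with the group mean and SD of 3 libraries as a black bar. Gm40011 has a mean of 0.186 in 5NC and of 7.09 to 10.1 in the other groups, and Gm6121 has a mean of 1.41 in the overexpression group and of 14.5 to 17.3 in the other groups.

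Across the 16388 tested genes, which are not independent replicates, the log2 fold changes of the knockdown group and the overexpression group had a Pearson's r of 0.30 and a Spearman's rho of 0.32. The sign was the same for 62.8% of genes. Pearson's r was 0.12 without 3NC replicate 2, 0.20 without 5NC replicate 2 and 0.12 without the low-count filter, and its jackknife SD over the 12 libraries was 0.18. The number of genes that passed in both comparisons with opposite sign was 0, and with the same sign 0. With 0 calls in the knockdown group, neither count could differ from 0. The counting-error test, which leaves out the spread between libraries, gave 15 genes with opposite sign and 57 with the same sign.

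In the study, antibodies were used to measure proteins of testis and of a spermatogonial cell line. The transcripts of these proteins formed a list of 19 genes fixed in advance. In the knockdown group against 3NC, 0 of 19 passed by edgeR when adjusted over all genes and 0 when adjusted over the list alone, where the smallest adjusted p was 0.579. At an unadjusted p under 0.05 there were 0 of 19. In the overexpression group against 5NC, 0 of 19 passed when adjusted over all genes and 0 when adjusted over the list alone, where the smallest adjusted p was 0.29. At an unadjusted p under 0.05 there were 2, Odf1 and Cdh1. The protein levels of 7 of these genes were measured in F1 testes. The log2 fold change of Ddx4 in the overexpression group was -0.02 (SE 0.12), that of Sycp3 -0.21 (SE 0.14) and that of Tnp1 -0.17 (SE 0.15). Pgk2 had a log2 fold change of 0.16 (SE 0.12) and Cadm2 of -0.30 (SE 0.19). Gdnf had a log2 fold change of -0.33 (SE 0.29). Odf1 had a log2 fold change of 0.55 (SE 0.19), an unadjusted p of 0.0152 by edgeR and an adjusted p of 0.29 over the list alone. In the knockdown group, the log2 fold changes of Ddx4, Sycp3, Tnp1 and Pgk2 were -0.09, -0.11, -0.12 and -0.10. Those of Cadm2, Gdnf and Odf1 were -0.34, -0.04 and 0.31. The other genes of the list lay between -0.66 and 0.31 in the knockdown group and between -1.04 and 0.18 in the overexpression group.

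**Figure D3:**
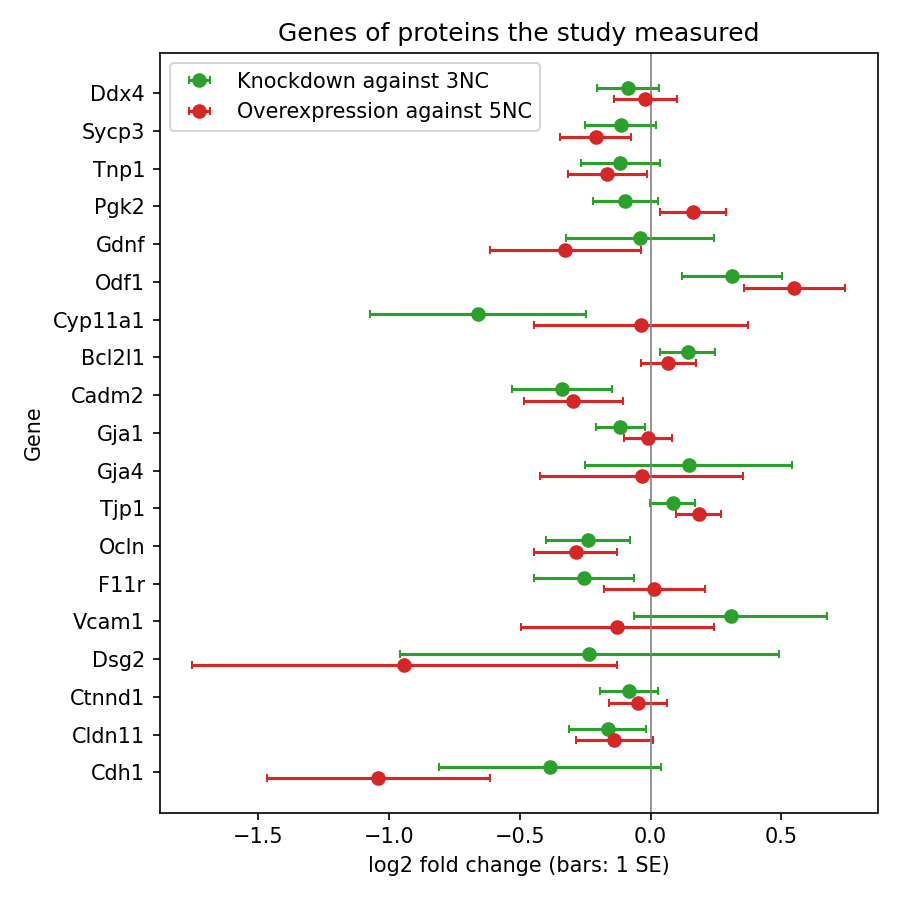
Log2 fold change (horizontal axis) of the 19 genes with proteins measured in the study (vertical axis) in the knockdown group against 3NC and in the overexpression group against 5NC, as points with bars of 1 SE from the edgeR fit. The lowest value is -1.04 for Cdh1 in the overexpression group, and no gene passed an adjusted p of 0.05.

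Fixed gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 51 tests of 17 lists. In the knockdown group against 3NC, round spermatid genes were higher (median log2 fold change 0.09, adjusted p 0.0119). Leydig cell genes were lower (median -0.33, adjusted p 0.0119), and blood genes were lower (median -0.51, mean -0.68, adjusted p 0.00736). Against 5NC, the overexpression group had higher levels of genes of round spermatids (median 0.28, adjusted p 1.18e-06), elongating spermatids (median 0.16, adjusted p 0.00122) and blood (median 0.40, mean 2.39, adjusted p 2.31e-06). Its antigen presentation and interferon genes were lower (median -0.81, adjusted p 0.00041), as were epididymal genes (median -0.07, mean -2.05, adjusted p 0.0102). In 5NC against 3NC, genes of round spermatids (median -0.22, adjusted p 0.000323), elongating spermatids (median -0.17, adjusted p 0.0231), macrophages (median -0.94, adjusted p 0.0149) and blood (median -0.24, mean -2.53, adjusted p 1.18e-06) were lower, and spermatogonial genes were higher (median 0.14, adjusted p 0.0391). With the correlation estimated from the data, 2 of these 13 calls held, those of the blood list in the overexpression group and in 5NC, each with an adjusted p of 0.0201. The blood list holds Hbb-bs and Hbb-bt, but not Hbb-b1 or Hbb-b2. The summed CPM of 6 globin genes, these 4 included, lay between 61.3 and 79.0 in 5NC and between 29.6 and 74.1 in 3NC. In the knockdown libraries it was 65.0, 35.6 and 43.8, and in the overexpression libraries 127.8, 66.6 and 35.3, so the sums of each group overlap those of its control. In the knockdown group, the round spermatid call was lost without 3NC replicate 1 (adjusted p 0.0534), without 3NC replicate 2, where its direction was lower (0.726), and without knockdown replicate 2 (0.207). The Leydig call was lost without 3NC replicate 1 (0.656) or 3NC replicate 2 (0.131), and the blood call without 3NC replicate 1 (0.266) or knockdown replicate 1 (0.131). The calls in the overexpression group were kept without each library in turn. Crisp1, an epididymal gene named after its values were seen, was at 9.86, 239.2 and 98.4 CPM in 5NC and at 0.197, 0.133 and 0.0793 CPM in the overexpression group. It was at 32.5, 61.5 and 26.3 CPM in 3NC and at 13.2, 0.0665 and 0.608 CPM in the knockdown group. In 5NC, the macrophage call was lost without 3NC replicate 2 (0.997) or 5NC replicate 1 (0.0526). The round spermatid call was lost without 3NC replicate 3 (0.373). The elongating spermatid call was lost without 3NC replicate 1 (0.656), 3NC replicate 3 (0.373) or 5NC replicate 2 (0.195). The spermatogonial call was lost without 3NC replicate 2 (0.137), 3NC replicate 3 (0.0563) or 5NC replicate 1 (0.0638). Some lists passed only without 1 library, and the following are examples. Without 3NC replicate 2, macrophage genes (adjusted p 2.34e-07) and antigen presentation and interferon genes (8.45e-26) were higher in the knockdown group, and the latter were higher in 5NC (5.7e-08). Without 3NC replicate 1 they were lower in 5NC (0.0012), and without knockdown replicate 1 they were lower in the knockdown group (0.00689). Cell junction genes, which the study discusses, did not pass in any comparison, with adjusted p of 0.495, 0.797 and 0.797. The lists that did not pass had adjusted p from 0.0628 to 0.958 in the knockdown group, from 0.0901 to 0.931 in the overexpression group and from 0.124 to 0.797 in 5NC. The direction of the test and the sign of the median differed for 2 lists in the knockdown group, 1 in the overexpression group and 2 in 5NC. The direction of the test and the sign of the mean differed for 3 lists in the knockdown group, 0 in the overexpression group and 1 in 5NC. None of these lists passed.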

Values the study reported

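For testes of muF1 mice, the study reported 104 increased and 222 decreased genes in the knockdown group compared to its control. In the overexpression group it reported 152 upregulated and 214 downregulated genes.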

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

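The tests on the side of 5NC, on the neighbours of called genes and on the beta-globin copies were chosen only after the results were seen. The other splits of the libraries and the thinning of reads were planned before.

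A difference between the knockdown effect and the overexpression effect passed for 4 genes by edgeR's quasi-likelihood test. On the log2 scale it was -5.33 (SE 0.44) for Gm40011, -5.32 (SE 0.58) for A530064D06Rik, -9.51 (SE 0.81) for Hbb-bs and 3.23 (SE 0.37) for Gm6121. The fitted values of Gm40011, A530064D06Rik and Hbb-bs rest on 8, 3 and 1 reads in 5NC and depend on the prior count. In 2 of 100 draws of the 12 libraries into 4 groups, the real one included, as many genes passed. That share is under 0.05. The draws mix all 12 libraries, so they ask whether any groups differ, not whether the 2 effects differ. They also treat the libraries as exchangeable, while litters are not given in the labels, so chance is not excluded. The highest other draw gave 3019 genes, which points to a structure of the samples.

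Gm40011, A530064D06Rik and Hbb-bs were low in all 3 libraries of 5NC and higher in all 9 others, so the difference lies on the side of a control. Of the 51 genes called in the overexpression group against 5NC, 40 had every 5NC library outside the range of the other 9 and 11 had every overexpression library outside it, of which 2 met both conditions. Another 2 met neither. Gm6121 is the reverse case, low in the overexpression group alone. The 5NC and the overexpression group mice may have come from different parents or litters, and a candidate explanation is inherited variants shared within a group. Neighbours were counted only between name families, taken as the part of a name before the first digit or hyphen. Gm6121, Gm14525 and Gm1993 therefore did not count as neighbours of each other. Of the 51 genes, 17 had such a called neighbour within 5 Mb, against a mean of 11.6 in 10000 expression-matched draws (p 0.111). This excess did not reach 0.05. The reading that such a p decides nothing was set after it was known, and 1 window was tried. The parents are not given in the labels, so inheritance stays open. By the study's description, the sires of both groups were injected with the LV5 vector, and whether the F1 mice carry it was not tested. An effect of the inserted sequence stays open and untested.

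For Hbb-bs, the summed CPM of 4 beta-globin copies was higher in 5NC than in 3NC by 0.49 (log2), while Hbb-bs itself had 1 read in 5NC and 512 in 3NC. Hbb-b1 lay between 21.6 and 35.0 CPM in 5NC and between 7.70 and 9.93 CPM in 3NC. Reads may have been given to another copy, as a strain that carries a different beta-globin haplotype would cause, and this is a hypothesis. Depth was tested by thinning every library to the smallest total, which left 76.5% of the 51 calls. That lies between the bounds set for this test, so depth cannot be told apart from other causes for the calls that were lost. With the 3 libraries of fewest reads as a term (5NC replicates 2 and 3 and overexpression replicate 3), 70.6% of the 51 calls were left, also between the bounds. A batch of these libraries cannot be told apart from the group for the calls that were lost, since 2 of them are in 5NC. This test was prompted by the splits, and its bounds were set before it was run. Reads shared with near-identical copies were not tested for Gm6121.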

How the results depend on the processing

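Alternatives with robust estimation, bias adjustment, total counts, sample weights, the macrophage covariate and the 3 libraries of fewest reads as a term, and those for genes changed in opposite directions by DESeq2, both controls and the counting-error test, were chosen after the data were examined. Where no cause is given below, the cause was not tested.

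In the knockdown group against 3NC, where 0 genes passed, DESeq2 gave 16, both vector controls as the control 7, the bias-adjusted test 1 and the counting-error test 313 (102 higher, 211 lower). Leaving out 1 library of the groups compared gave 0 to 12. In the overexpression group against 5NC, where 51 passed, only the 6 samples compared gave 107, DESeq2 328, limma on FPKM 82 (40 higher, 42 lower), the study's thresholds 5, both controls 12 and the counting-error test 348 (143 higher, 205 lower). Total counts gave 67 (38 higher, 29 lower), against 34 higher and 17 lower. Leaving out 1 of these libraries gave 9 to 49. In 5NC against 3NC, where 21 passed, only the 6 samples gave 7, DESeq2 173, the study's thresholds 3 and total counts 33 (13 higher, 20 lower, against 5 and 16). Leaving out 1 of these libraries gave 3 to 35. For the difference of the effects, where 4 passed, DESeq2 gave 42 and the study's thresholds 2, and leaving out 1 of all 12 libraries gave 2 to 10. The study's thresholds are stricter by construction, and the counting-error test was called at them.

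Sample quality weights gave 4582, 82 and 16 genes in the overexpression group, in 5NC and in the difference of the effects. The weights ran from 0.264 (3NC replicate 2) to 5.38 (5NC replicate 3). Among splits of the 6 libraries of the overexpression group and 5NC that mix the groups, 1 gave 4847 and 1 gave 1339. The rest gave 0. The count of 4582 is therefore not specific to the split by group. The macrophage covariate gave 259, 72 and 7 genes. With it, the mixed split that gave 4847 above gave 2585, and the other mixed splits gave 0 or 1. With the 3 libraries of fewest reads as a term, 0, 42, 17 and 4 genes passed in the 4 contrasts.

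The replicate numbers did not pair the libraries: of 18 same-number pairs 5 had deviations correlated over 0.1 (range -0.61 to 0.36), and of 36 best matches of a library in another group 11 had its own number, where chance gives 12. Best matches in both directions were 3 of the same-number pairs, and 1 library was matched best by its own number in all 3 other groups. With the replicate block, 0, 21, 5 and 2 genes passed in the 4 contrasts, and 12 of the list tests passed. The spermatogonial call in 5NC was lost with the block (adjusted p 0.0558), without the low-count filter (0.0540) and with only the 6 samples (0.0586). With only the 6 samples, the epididymal call in the overexpression group was lost (0.0621), and its blood list gave no result there. Of the 13 list calls, 2 were left with an estimated correlation, and 13 to 16 lists passed without 1 library, but not the same ones. The antigen presentation and interferon list passed as higher in the knockdown group without 3NC replicate 2 (8.45e-26), knockdown replicate 2 (5.35e-05) or 3 (0.0378), and as lower without knockdown replicate 1 (0.00689). In 5NC it passed as higher without 3NC replicate 2 (5.7e-08) and as lower without 3NC replicate 1 (0.0012), 3NC replicate 3 (2.4e-06) or 5NC replicate 2 (0.0409). Other lists gained in the knockdown group were macrophages, higher without 3NC replicate 2 (2.34e-07), knockdown replicate 2 (5.35e-05) or 3 (0.00428), and early stress, higher without the same libraries (4.65e-05, 0.00351 and 0.013). Elongating spermatid genes were higher there without 3NC replicate 1 (0.0215) or knockdown replicate 1 (0.00146), Y chromosome genes lower without 3NC replicate 1 (0.024), and myoid (0.016) and endothelial genes (0.0173) lower without 3NC replicate 3. The overexpression group gained Leydig genes, higher without its replicate 1 (0.00306), and proteasome genes, lower without 5NC replicate 1 (0.0285). Gained in 5NC were Leydig genes (higher, 0.0168) and Y chromosome genes (lower, 0.0215) without 3NC replicate 1, spermatocyte genes (higher, 0.0294) and early stress genes (lower, 0.00914) without 3NC replicate 3, and epididymal genes (higher, 0.0164) without 5NC replicate 1. The correlation of the knockdown and the overexpression group fold changes was 0.12 without the low-count filter, and 0.12 to 0.32 without 1 library.

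RLE size factors and robust estimation kept every count within 1.5 times. Adjusted over the list alone, 0 of the 19 genes passed with RLE size factors, no low-count filter, the block, only the 6 samples or 1 library left out. Adjusted over all genes, Sycp3, Odf1, Cadm2, Dsg2 and Cdh1 passed in the overexpression group with sample quality weights, and Cdh1 with the counting-error test. Genes changed in opposite directions numbered 0 with DESeq2 (3 genes called in both comparisons) and with both controls (2), and 15 with the counting-error test (72). Where the knockdown group has 0 calls this count has to be 0. Of 436 alternative values of named results that passed, 385 still passed, 51 did not and 0 reversed. Of 919 values of results that did not pass, 847 stayed so with the same sign, 19 passed and 53 changed sign without passing. Another pseudocount was not run for the main test, which takes counts.

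With 3 libraries per group, edgeR recovered 47.8% and 53.7% of simulated 2-fold changes in the knockdown group and in the overexpression group. Many changes of that size would thus be missed at this depth and spread. The simulated changes lay in genes above a minimum mean CPM, so these shares do not cover genes with few reads.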

Other observations

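The tests on blood, epididymal and immune-cell transcripts and on Crisp1 were chosen only after the results were seen. The other tests in this part were planned before their results.

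For the number of changed genes, 0 genes were higher and 0 lower in the knockdown group, and 34 were higher and 17 lower in the overexpression group. These numbers are lower than those quoted from the study above. The counting-error test with the study's thresholds gave 102 higher and 211 lower genes in the knockdown group, and 143 higher and 205 lower in the overexpression group. In 66.1% of its 313 calls in the knockdown group the ranges of the groups overlapped, which is the spread between libraries that this test leaves out. In the overexpression group the share was 28.7% of 348, between the bounds set before, so spread and group difference cannot be told apart there. Chance leaves 10% of genes without overlap for 3 against 3 libraries. In 73% of the 211 lower calls in the knockdown group, 3NC replicate 2 was the highest of the 6 libraries.

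With 10 splits of 6 libraries, a share under 0.05 cannot be reached in any of these comparisons. In the knockdown group the real split gave 0 genes and 3 lists, and all 10 splits gave as many genes and 8 as many lists. The highest others were 546 genes and 8 lists. The split with 546 genes puts 3NC replicate 2 and knockdown replicate 1 on one side, which points to a structure of the samples. In the overexpression group the real split gave 51 genes and 5 lists, and the highest others were 0 and 4, so 1 split of 10 reached each. At an unadjusted p under 0.05, however, 1 mixed split gave 3806 genes against 1952 for the real one. It set the 3 libraries of fewest reads apart, which are 5NC replicates 2 and 3 and overexpression replicate 3. The other mixed splits gave 103 to 399 genes. Overexpression replicate 3 was nearer to 5NC replicate 3 (chi-square per degree of freedom 8.87) than to overexpression replicate 1 (18.2). Pearson's r across genes ranked these pairs the other way. For overexpression replicate 3, r was 0.9757 with 5NC replicate 3, 0.9769 with overexpression replicate 1 and 0.9800 with overexpression replicate 2. The mixed split and the chi-square point to a structure across the groups, and r of these pairs does not. 3NC replicate 3, with about 15511400 estimated reads, was also nearer to overexpression replicate 3 (chi-square per degree of freedom 9.98, r 0.9766) than to 3NC replicate 1 (20.1, r 0.9752). The structure may therefore not be limited to libraries of few reads. The tables argue against depth as the cause of the gene count in this mixed split, since 97.9% as many genes were left after thinning to the smallest total. This test was prompted by the splits, with its bounds set before it was run. What else these libraries share is not in the labels. In 5NC against 3NC it gave 21 genes and 5 lists, and the highest others were 1 and 8. There, 1 split reached the gene count and 9 the list count.

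Immune transcripts were high in 3NC replicate 2 and knockdown replicate 1. The lower of their macrophage-list means exceeded the highest of the other 10 libraries by 1.43 (log2), and Ptprc was at 94.8 and 71.7 CPM. Testis holds macrophages of its own. The tables argue against blood left in the tissue, since the higher summed globin CPM of these libraries was 0.508 times the highest of the others. For epididymal tissue, the higher Crisp1 of these libraries was 0.257 times the highest of the others. Each was nevertheless the highest of its own group, at 61.5 CPM in 3NC replicate 2 and 13.2 CPM in knockdown replicate 1. Epididymal tissue is therefore not decided by this ratio, since the source of Crisp1 is itself open. A swap of their labels is also argued against, since 73.5% of 200 genes that separate the other libraries of the groups kept their sign. Immune cells in these testes may be the source, by inflammation or by tissue carried along at dissection, which were not told apart by a test. No group holds both libraries.

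Levels of Crisp1, an epididymal gene, ran from 0.0665 CPM in knockdown replicate 2 to 239.2 CPM in 5NC replicate 2. The levels go with control against treated group: all 6 control libraries were at 9.86 CPM or more, while the 3 overexpression libraries (0.197 at most) and knockdown replicates 2 and 3 (0.608 at most) were low. Knockdown replicate 1, at 13.2 CPM, is the exception. Within the 7 libraries above 5 CPM, log2 Crisp1 correlated with log2 Spink8 (Pearson's r 0.989, permutation p 0.0002, the smallest that permutations can give, rho 1 with p 0.0004, r 0.979 without the 2 libraries farthest from the median). Rnase9 had r 0.997 (permutation p 0.0002) and rho 1 (p 0.0004). Over the 4 genes tried, the adjusted p of Spink8 and of Rnase9 was 0.0004 (0.000794 for rho). Lcn5 and Gpx5, epididymal genes too, did not follow: their highest value in any library was 0.135 CPM, and in 5NC replicate 2 they were at 0 and 0.0704 CPM. Epididymal tissue carried along at dissection therefore cannot be told apart from another source, since some of its genes rise together and others stay near 0. How these genes differ between parts of the epididymis was not tested. A biological difference between control and treated groups stays open and untested. Prom2 and Spint3 were lower in the overexpression group than in 5NC (edgeR adjusted p 0.0415 and 0.0206) and were picked after their values were seen. They were compared with Crisp1 in the same libraries. Prom2 had r 0.971 (permutation p 0.000794, adjusted p 0.00106, rho 0.929 with p 0.00675). Spint3 had r 0.803 (permutation p 0.0312, adjusted p 0.0312), but rho 0.607 with p 0.167. Within these 7 libraries the levels of Prom2 and Spint3 went with that of Crisp1, less firmly for Spint3, whatever the source of Crisp1. No overexpression library is among these libraries, and the genes were picked after their values were seen. The p-values are therefore descriptive and do not test the change in the overexpression group. The condition on Lcn5 and Gpx5 was set after all these values were seen. A biological difference in these genes stays untested.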
